A study of Mus musculus with 32 samples. Its data were reported in "FoxO transcription factors actuate the formative pluripotency specific gene expression programme" (2024).

How the data were processed

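FoxO1 and FoxO3 ChIP-seq was performed by the authors in RC9 mESCs, wild type or *Pten* knockout, in N2B27 medium with 2i or 24 h after its withdrawal. The 32 samples form 16 groups of 2, taken from the sample titles, of which 8 groups are ChIP and 8 are input. The peak lists of 4 wild-type ChIP groups were analysed here, and the 16 *Pten* knockout samples were not analysed here. According to the study's methods and the submitters' processing notes, reads were checked with FastQC 0.11.9, trimmed with Trim Galore 0.6.7 and cutadapt 3.5, and aligned to mm10 with Bowtie2 2.4.4. Duplicates were removed with SAMtools 1.13 markdup, peaks were called with MACS2 2.2.7.1 on combined ChIP duplicates with the input samples as control, and regions of the mm10 blacklist were removed with bedtools 2.31.0. FoxO1 libraries were processed as paired-end reads. FoxO3 libraries were processed as single-end reads after a further sequencing run was joined to the first, so that peak numbers and widths are not directly comparable between the factors. The study gives read numbers as approximate ranges per experiment, and no depth per sample can be read from the lists.

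Each deposited list gives the position, name and score of every peak, where the score was computed by the authors' peak caller as a whole number that stands for 10 times the −log10 of the q-value (lowest value 10). The lists hold no fold enrichment and no summit. The score was therefore used where fold enrichment had been planned, the peak centre replaced the summit, and the planned exchange of fold for −log10 q had nothing to compare. Scores were used only to rank, filter or compare peaks within a list. The FoxO1 N24 list held 2874 peaks, of which 34 on unplaced scaffolds were left out as in the study's methods. No values per replicate could be compared, as each list was called on pooled duplicates. Peak calling on pooled libraries also means that a site missing from a list can lie just under the threshold. A peak name in either N24 list gives 25 h, and the titles give N24.

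Peak positions were compared with GRCm38, the assembly that mm10 denotes, and no peak of the 4 lists ended past its chromosome. Positions are printed counting from 1. Genes were the 21851 protein-coding genes with a TSS in the basic annotation of GENCODE for this build. A peak was called promoter when its centre lay within 3 kb of a TSS, and otherwise exon, intron or intergenic, and was given to the gene with the nearest TSS. Lists were compared by overlap of at least 1 bp, and FoxO1 and FoxO3 peaks were divided into 2i-only, shared and N24-only. Overlaps and promoter shares were tested against 100000 random rotations of a list along each chromosome, and differences between classes with Fisher's exact test (two-sided). Median scores were compared with 100000 permutations.

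In all, 19 gene lists were fixed: naïve, formative and general pluripotency, known FoxO targets, PI3K-AKT-insulin signalling, ubiquitin ligases and p53 control, TGF-beta, Nodal and BMP signalling, WNT signalling, FGF-ERK signalling, focal adhesion and actin, DNA methylation and Polycomb, autophagy and lysosome, cell cycle and apoptosis, markers of primitive endoderm, trophectoderm, neuroectoderm and mesendoderm, adult tissue control genes and ribosomal protein genes. Every listed symbol was found in the annotation. The number of list genes with a peak was compared with 100000 random lists matched on the decile of the length of genome nearest to each gene (one-sided permutation test), with Benjamini-Hochberg adjustment over 133 tests. Random lists were drawn from all protein-coding genes, and rotations ran over whole chromosomes. Neither was limited to open chromatin, which the study used as its background and which the peak lists do not give. Occurrence of 15 motifs on either strand within 100 bp of the peak centre was compared with a window 1000 bp to the left by exact McNemar tests, adjusted over 15 motifs and 7 peak sets, and between 2i-only and N24-only FoxO1 peaks by Fisher's exact test, adjusted over 15 motifs. Shares are given with 95% Wilson intervals, which cover counting error only, and peaks are not replicates.

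The main tests, gene lists, motifs and the rule for named genes were fixed before the data were examined, except that the promoter test between FoxO3 classes had been named for FoxO1 alone. The rule took the genes of the naïve and formative lists, the genes at the 10 highest peaks of each FoxO1 class and each FoxO3 list, up to 3 members of every other list with the highest FoxO1 score per condition, the 5 genes with the most FoxO1 peaks, and *Foxo1*, *Foxo3* and *Pten*. Other members of lists that passed, and genes named in the closing part beyond the rule, were chosen after their values were seen. Alternatives fixed with them were an overlap of 50% of both peaks, centres within 100 bp, a −log10 q of at least 5, lists of equal length, autosomes only, promoters within 1 kb, nearest TSS within 100 kb or 20 kb, unmatched gene lists, motif windows of 50 or 250 bp either side and the flank on the right. Alternatives added after seeing the data kept the unplaced scaffolds, left out peaks with at least 50% of their length in repeats, left out windows of 1 Mb with at least 10 peaks of any list, or searched whole peaks for motifs. Computation used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, numba 0.67.0, pysam 0.24.0, statsmodels 0.14.6, matplotlib 3.10.9 and samtools 1.23.1.

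The tests were run on simulated data first. With nothing planted, 0 of 20 sets of 1000 peaks passed the overlap test and 7 of 200 lists of 20 genes passed the gene list test at p under 0.05. All of 200 lists with 8 planted genes passed, and 100 of 100 planted matches were found for each of 15 motifs.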

Results

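FoxO1 and FoxO3 are forkhead transcription factors (TFs) that AKT keeps in the cytoplasm by phosphorylating them. Their binding to chromatin was measured by chromatin immunoprecipitation and sequencing (ChIP-seq) in RC9 mouse embryonic stem cells (mESCs). Cells were either held in the naïve state in 2i, a pair of inhibitors of MEK and GSK3, or harvested 24 h after 2i withdrawal (N24), as they pass to formative pluripotency. The series holds 32 samples in 16 groups of 2, with a ChIP and an input group for each factor, genotype (wild type or *Pten* knockout) and condition. Here 4 peak lists were analysed, each called by the authors on the pooled duplicates of 1 wild-type ChIP group, with input libraries as control. The *Pten* knockout groups were not analysed here. Because duplicates were pooled before peaks were called, no value has a replicate error, and every test describes the lists and not the conditions. Rotated lists and random gene lists were not limited to open chromatin, the background that the study used. Overlaps and gene list enrichments above them therefore need not be specific to FoxO factors. Confidence intervals (CI) are 95% Wilson intervals over peaks and cover counting error only. The study gives read numbers as ranges over libraries, and the lists give none, so the depth behind each peak is unknown. Peak names in both N24 lists carry 25 h where the sample labels carry 24 h, and N24 is used throughout.

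FoxO1 peaks were compared between 2i and N24 to ask how its binding sites change at the exit from naïve pluripotency. More sites were called at N24 than in 2i. The 2i list held 1322 peaks with a median width of 342 bp, and the N24 list held 2840 with a median width of 364 bp. Of the 2i peaks, 710 (53.7%, CI 51.0% to 56.4%) overlapped an N24 peak by at least 1 bp, and 612 were 2i-only. Of the N24 peaks, 702 (24.7%, CI 23.2% to 26.3%) overlapped a 2i peak, and 2138 were N24-only. Random rotations of the 2i list along each chromosome gave 1.26 overlapping peaks on average and at most 40 (one-sided permutation test, p = 1e-05, the smallest that 100000 rotations can give). The study cautions that signal in 2i and at N24 cannot be compared quantitatively, and the classes follow the thresholds: 333 peaks were 2i-only when both lists were held to a −log10 q of at least 5, and 807 were N24-only when both lists were given the same length.

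**Figure D1:**
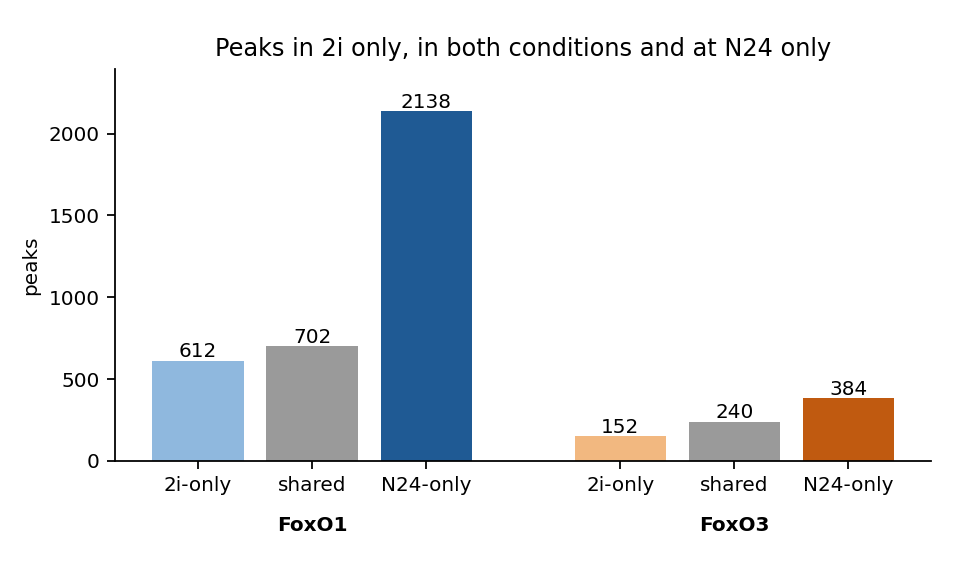
Number of peaks (vertical axis) of FoxO1 (left) and FoxO3 (right) found in 2i only, in both conditions (counted in the N24 list) and at N24 only, with the number above each bar. N24-only peaks form the largest class of each factor, with 2138 for FoxO1 and 384 for FoxO3.

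Each peak was given to the protein-coding gene with the nearest transcription start site (TSS), which does not show that the gene is regulated from there. The 10 highest-scoring 2i-only FoxO1 peaks were given to *Slc39a11*, *Myl1*, *Nr5a2*, *Foxd3*, *Frmd6*, *Tprg*, *Klf2*, *Zfp710*, *Igfbp2* and *Atp11b*. Of these, *Nr5a2* encodes a nuclear receptor and *Klf2* a Krüppel-like factor of the naïve network, and *Foxd3* encodes a forkhead TF of pluripotent cells. The *Nr5a2* peak (chromosome 1, 137418284 to 137418829, GRCm38, intergenic, 458109 bp from the TSS) had a score of 740, and the *Klf2* peak (chromosome 8, 72334184 to 72334673, intergenic, 15396 bp from the TSS) had a score of 378. Scores come from the authors' peak caller and rank peaks within a list only. The 10 highest shared peaks were given to *Oc90*, *Tgif1*, *Gm10203*, *Stoml1*, *Vmn2r90*, *Aven*, *Zfp638*, *Iqgap1*, *Nap1l2* and *Vmn1r1*. The first of them (chromosome 15, 65926164 to 65927073, in an intron of *Oc90*) had a score of 4267 at N24, and repeats covered 74.0% of it. *Tgif1*, which encodes a repressor of TGF-beta and SMAD signalling, was nearest to a peak with a score of 3449 (chromosome 17, 70900556 to 70901213, intergenic). The 10 highest N24-only peaks were given to *Snx10*, *Phf21a*, *2610528J11Rik*, *Gadd45a*, *Mtdh*, *Rwdd3*, *Arid2*, *Atp1a1*, *Tnfsf11* and *Rnf220*. Among these, *Gadd45a* is a DNA damage response gene and a known FoxO target, and its peak (chromosome 6, 67145717 to 67147162, intergenic, 109034 bp from the TSS) had a score of 1595. The genes given the most FoxO1 peaks over both lists were *Zfp990* (35 peaks), *2410141K09Rik* (23), *Prl2c3* (22), *Zfp982* (18) and *Zfp988* (17), and these lie in windows of 1 Mb that are crowded with peaks of both factors and rich in multicopy sequence.

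Peak strength was then compared between shared and condition-only peaks within each list. Shared peaks were the stronger class in the 4 lists. A shared peak had to pass the peak caller's threshold in both conditions, which favours strong sites. The differences below therefore follow in part from how the classes were made. For FoxO1, the median score was 83 for shared and 49 for 2i-only peaks in 2i, and 177.5 for shared and 72 for N24-only peaks at N24. For FoxO3 the medians were 91 and 50.5 in 2i, and 122.5 and 58 at N24 (two-sided permutation tests of the difference in medians, p = 1e-05 for each list, the smallest they can give). Of the 710 FoxO1 N24 peaks with the highest scores 51.7% were shared, against 8.87% of the 710 with the lowest.

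The FoxO3 lists were compared in the same way, and again more peaks were called at N24 than in 2i. They held 391 peaks in 2i and 624 at N24, with median widths of 173 and 179 bp. In 2i, 239 peaks (61.1%, CI 56.2% to 65.8%) overlapped an N24 peak and 152 did not. At N24, 240 peaks (38.5%, CI 34.7% to 42.3%) overlapped a 2i peak and 384 did not, while rotations of the 2i list gave 0.0465 overlapping peaks on average (permutation test, p = 1e-05). The 10 highest FoxO3 peaks in 2i were given to *4930539E08Rik*, *Bicral*, *Tipin*, *Rwdd3*, *Creg2*, *Zfy1*, *Tmem196*, *Stac2*, *Arrdc3* and *Nap1l2*. At N24 they were given to *4930539E08Rik*, *Bicral*, *Gm11168*, *Tmem196*, *Tipin*, *Rwdd3*, *Arrdc3*, *Gm10719* and *Creg2*, with 2 peaks at *Gm11168*. *Arrdc3*, which encodes an arrestin-domain adaptor protein, had its peak in the promoter (chromosome 13, 80886127 to 80886437, 187 bp from a TSS, score 766 at N24), around the FoxO motif at 80886267 to 80886273. The peaks of *Gm11168* and *Gm10719* lay wholly in repeats of a crowded window on chromosome 9 (3000001 to 4000000). The number of peaks was 2.15 times higher at N24 than in 2i for FoxO1 and 1.60 times higher for FoxO3 (odds ratio 1.35, two-sided Fisher's exact test, p = 4.95e-05). The number of 2i-only FoxO3 peaks was 97 at a −log10 q of at least 5, and that of N24-only peaks was 196 with lists of equal length. Without repeat-rich peaks, 127 FoxO3 peaks were shared.

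FoxO1 and FoxO3 peaks were set against each other to see how far both factors occupy the same sites. FoxO3 peaks overlapped FoxO1 peaks far more often than random placement gave. The FoxO3 lists were much shorter (391 and 624 peaks, against 1322 and 2840), so that most FoxO1 peaks could not have a FoxO3 peak. In 2i, 122 of 391 FoxO3 peaks (31.2%, CI 26.8% to 36.0%) overlapped a FoxO1 peak, and at N24 265 of 624 did (42.5%, CI 38.6% to 46.4%). Over both conditions merged, the number was 342 of 775 FoxO3 sites (44.1%, CI 40.7% to 47.6%). Conversely, 118 of 1322 FoxO1 peaks in 2i (8.93%) and 259 of 2840 at N24 (9.12%) overlapped a FoxO3 peak. Rotated FoxO3 lists gave 0.137 overlapping peaks in 2i and 0.46 at N24 on average (permutation tests, p = 1e-05). The share depends on the rule for an overlap, and was 14.3% in 2i and 17.9% at N24 when it had to cover 50% of both peaks. A FoxO3 peak from either condition was found at 20.5% of shared FoxO1 peaks (CI 17.7% to 23.7%), at 7.72% of N24-only peaks (CI 6.66% to 8.93%) and at 3.76% of 2i-only peaks (CI 2.52% to 5.58%). The shared class was also stronger and wider (median 469 bp, against 337.5 bp for N24-only and 314 bp for 2i-only peaks). Neither score nor width was matched in the tests that follow. Shared peaks differed from 2i-only peaks (odds ratio 6.61, Fisher's exact test, p = 1.28e-21) and from N24-only peaks (odds ratio 3.09, p = 6.55e-19), although the first odds ratio was 2.91 with 50% of both peaks covered and 3.61 with centres within 100 bp. The difference between 2i-only and N24-only peaks (odds ratio 0.467, Fisher's exact test, p = 0.000372) did not hold when an overlap had to cover 50% of both peaks (0.864, p = 0.573) or when centres had to lie within 100 bp (0.763, p = 0.166).

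A site in an intron of *Esrrb*, a nuclear receptor of the naïve network, was bound in the 4 lists. FoxO1 peaks spanned chromosome 12, 86501416 to 86502114 in 2i (score 445) and 86501446 to 86502096 at N24 (score 619), about 31648 bp from the TSS. The narrower FoxO3 peaks inside them spanned 86501605 to 86501775 in 2i (score 98) and 86501548 to 86501744 at N24 (score 64). The FoxO motif lay on the minus strand at 86501655 to 86501661, in the sequence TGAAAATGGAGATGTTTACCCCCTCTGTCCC. At *Otx2*, which encodes a homeodomain TF of formative cells, FoxO1 had a shared peak 27227 bp from the TSS (chromosome 14, 48700828 to 48701264, score 360 at N24), 1 peak in 2i only and 2 at N24 only. One of the N24-only peaks (48753207 to 48753588, score 66) held a FoxO3 N24 peak with the lowest score in its list, 10.

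**Figure D2:**
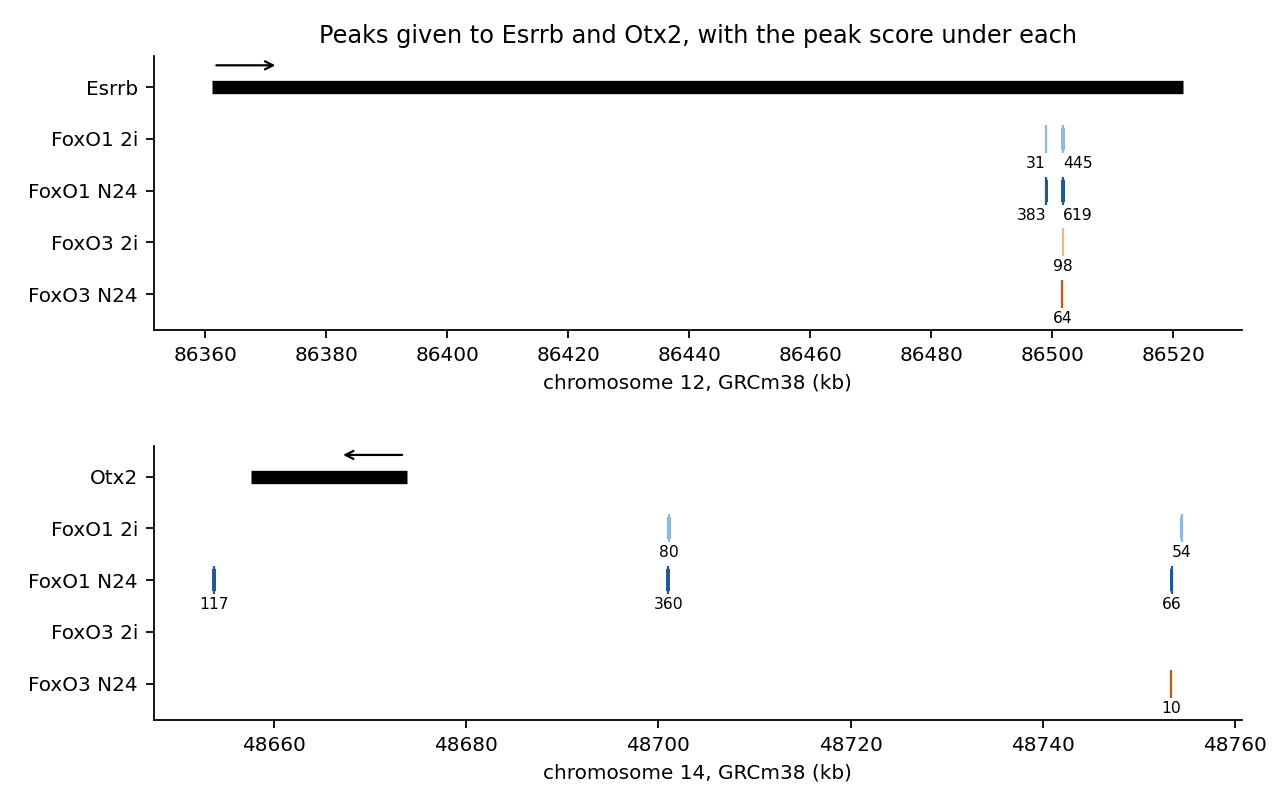
Maps of the peaks given to *Esrrb* (top, chromosome 12) and *Otx2* (bottom, chromosome 14), to scale in kb of GRCm38. The black bar is the gene with an arrow at its start, each row is a peak list, coloured blocks are peaks and the number under each is its score, which compares within a row only; the intronic *Esrrb* site is present in all 4 rows.

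Peak locations were compared with those of randomly rotated lists. FoxO1 lay mostly away from promoters, and FoxO3 was enriched at them in both lists. Within 3 kb of a TSS lay 5.07% of FoxO1 peaks in 2i (CI 4.01% to 6.39%) and 5.56% at N24 (CI 4.78% to 6.47%), against 5.85% for rotated lists in each condition. Neither share was higher (permutation p = 0.875 and 0.717) or lower (p = 0.149 and 0.308) than random placement gave. In 2i the share was lower than random within 1 kb of a TSS (0.604 times, permutation p = 0.0188) and without crowded windows (0.753 times, p = 0.0185). Introns held 36.8% of FoxO1 peaks in 2i and 33.4% at N24, and 56.8% and 59.6% were intergenic. For FoxO3, 20.2% of peaks in 2i (CI 16.5% to 24.5%) and 26.3% at N24 (CI 23.0% to 29.9%) were in promoters, which is 3.34 and 4.41 times the share of rotated lists (permutation tests, p = 1e-05 each). Among these was a peak 123 bp from the TSS of *Sox12*, a SOX family TF gene of the formative list (chromosome 2, 152398122 to 152398250, score 64 at N24), with the FoxO motif at 152398147 to 152398153 in the sequence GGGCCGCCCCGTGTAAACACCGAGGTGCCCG. The promoter share of 2i-only and N24-only FoxO1 peaks did not differ detectably (4.58% and 5.57%, odds ratio 0.813, Fisher's exact test, p = 0.361). That of FoxO3 was lower for 2i-only than for N24-only peaks (8.55% and 25.5%, odds ratio 0.273, Fisher's exact test, p = 5.36e-06), but this was not held at a −log10 q of at least 5 (odds ratio 0.577, p = 0.0758). The 2i-only FoxO3 share was not detectably above random placement (1.41 times, permutation test, p = 0.162). Without repeat-rich peaks the FoxO1 N24 promoter share was 1.09 times that of random placement (permutation test, p = 0.19).

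**Figure D3:**
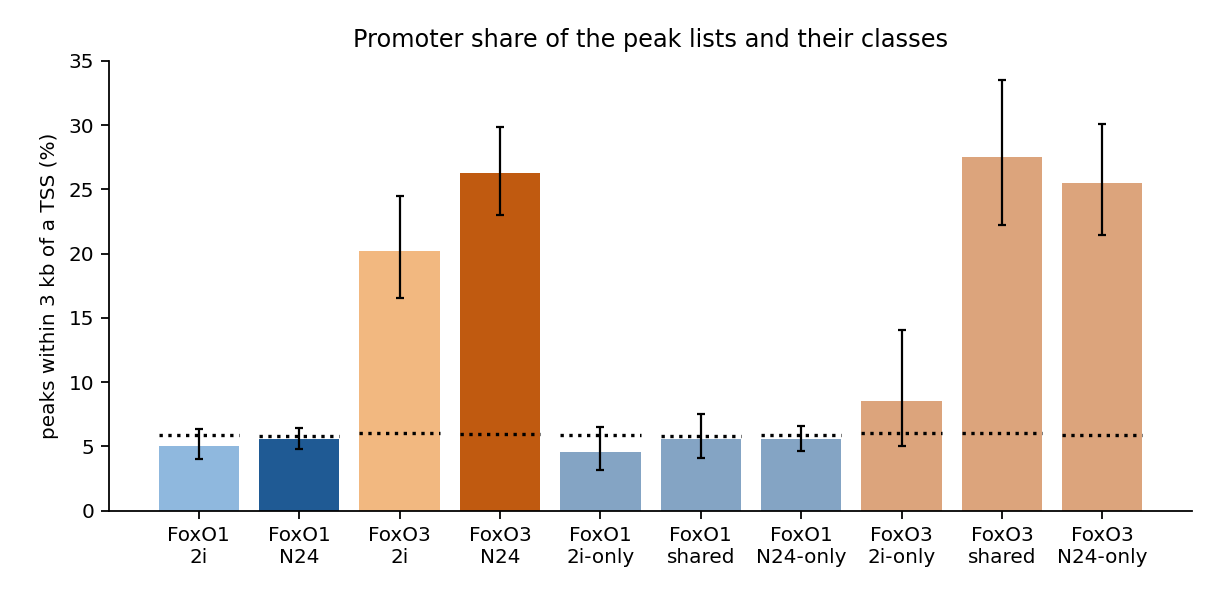
Share of peaks within 3 kb of a TSS (vertical axis, %) for the 4 lists and for the 2i-only, shared and N24-only peaks of each factor. Bars are the observed shares, error bars are 95% Wilson intervals over peaks and dotted lines are the means of rotated lists; FoxO1 stays near the dotted lines, between 4.58% and 5.57%, and FoxO3 reaches 27.5% in its shared peaks.

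The naïve and formative genes near FoxO1 peaks were compared between conditions, to ask whether binding moves from the naïve to the formative network. Of 16 naïve pluripotency genes, 9 had a FoxO1 peak in 2i, where matched random lists had 1.57 (adjusted p = 0.000332), and 9 had one at N24, where 2.82 were expected (permutation test, adjusted p = 0.00439). With peaks within 20 kb of a TSS only, the 2i count still passed and the N24 count did not, at 4.80 times the expected number (permutation test, adjusted p = 0.0762). Peaks were found in both conditions at 7 of them, namely *Nanog*, *Esrrb*, *Zfp42*, *Klf2*, *Klf4*, *Prdm14* and *Tdh*. *Tfcp2l1* and *Nr5a2* had peaks in 2i only, and *Klf5* and *Gbx2* at N24 only, while *Tbx3*, *Tcl1*, *Dppa3*, *Nr0b1* and *Stat3* had none. A gene with peaks in both conditions did not always have them at the same place. For *Nanog*, the homeodomain TF at the core of the network, the 2i peak was at chromosome 6, 122702427 to 122702767 (score 155, 4892 bp from the TSS), and the N24 peak was at 122716002 to 122716260 (score 69, 8563 bp from the TSS). *Klf2* had 2 peaks about 15 kb beyond its TSS in 2i, and in their place a promoter peak at N24 (chromosome 8, 72316093 to 72316392, score 299). At *Zfp42*, which encodes the naïve marker REX1, the peak was shared (chromosome 8, 43320717 to 43321277, score 380 at N24), as were peaks at *Tdh*, the threonine dehydrogenase gene.

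More formative genes had a FoxO1 peak at N24 than in 2i, which was not tested for the genes and comes with a longer N24 list. Of 12 formative genes, 8 had a FoxO1 peak at N24, where 1.30 were expected (permutation test, adjusted p = 0.000332), and 3 had one in 2i, where 0.719 were expected (adjusted p = 0.119). *Dnmt3b*, *Pou3f1*, *Fgf5*, *Sall2* and *Pim2* had peaks at N24 only, and *Dnmt3a*, *Otx2* and *Lef1* in both conditions, while *Hes6*, *Sox12*, *Sox3* and *Tead2* had no FoxO1 peak. In the promoter of *Fgf5*, a fibroblast growth factor gene that marks formative cells, the N24 peak (chromosome 5, 98255772 to 98256377, score 194) held the FoxO motif at 98256034 to 98256040, in the sequence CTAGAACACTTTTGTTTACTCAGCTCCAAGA. The shared peak at *Lef1*, a TF of the WNT pathway (chromosome 3, 131084646 to 131085087, score 317 at N24), held it at 131084845 to 131084851, in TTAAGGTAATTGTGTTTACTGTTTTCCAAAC. A second *Lef1* peak, found at N24 only, was the stronger of the pair (131102147 to 131102626, score 630). At the de novo DNA methyltransferase genes, *Dnmt3a* had a promoter peak in both conditions (chromosome 12, 3889741 to 3890381, score 460 at N24) and *Dnmt3b* had 2 peaks at N24 only, the higher of them with a score of 340. Naïve and formative genes received 7 and 2 of the 2i-only peaks, 8 and 3 of the shared peaks, and 5 and 10 of the N24-only peaks. The 2i-only and N24-only classes did not differ detectably at this number of peaks (odds ratio 7, Fisher's exact test, p = 0.0894). Of the naïve list, 9 members are those that the study names as bound by FoxO1 in these same data. Among the other members only *Tdh* had a FoxO1 peak in 2i, and only *Tdh* and *Gbx2* at N24. Every formative member is named in the study, as bound or as not a target. The counts of both lists and their tests were thus partly set by these data and are not independent evidence.

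**Figure D4:**
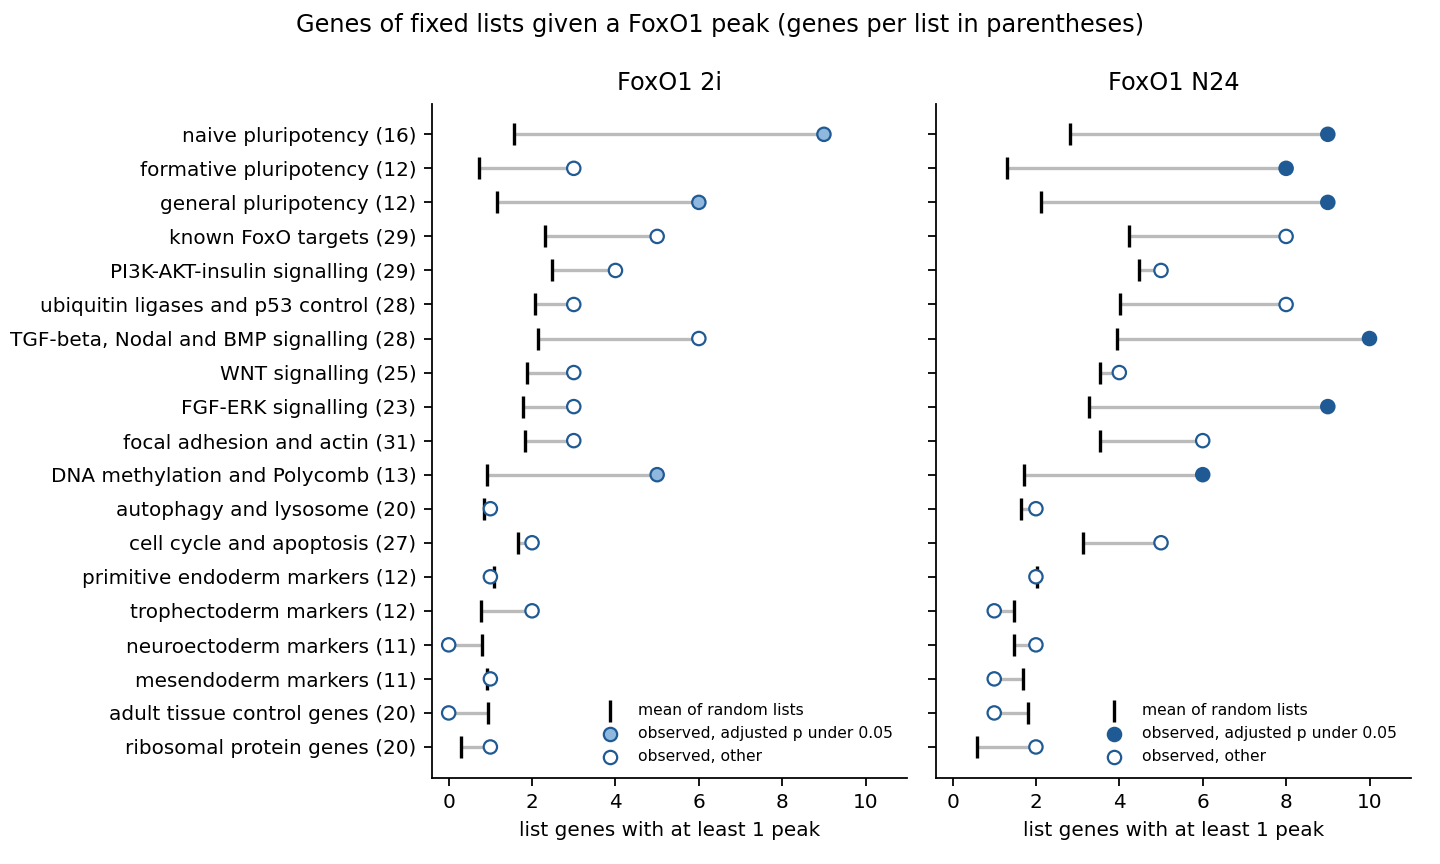
Number of genes of each list with at least 1 FoxO1 peak (horizontal axis) in 2i (left) and at N24 (right), for 19 lists with their size in parentheses. Circles are observed numbers, filled where the adjusted p was under 0.05, and vertical ticks are the means of 100000 matched random lists; formative genes stand at 3 in 2i and 8 at N24.

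Other gene groups fixed in advance were tested in the same way over 7 peak sets, and 22 of the 133 tests, from 8 of the 19 lists, had an adjusted p under 0.05. Of 12 general pluripotency genes, 6 had a FoxO1 peak in 2i (1.17 expected, permutation test, adjusted p = 0.00366) and 9 at N24 (2.13 expected, adjusted p = 0.000332), with *Foxd3*, *Myc*, *Mycn*, *Sall4*, *Sox2* and *Zfp281* in both and *Lin28b*, *Pou5f1* and *Tcf7l1* added at N24. Within 20 kb of a TSS the 2i count did not pass (6.44 times the expected number, permutation test, adjusted p = 0.188). *Sox2* had its highest FoxO1 N24 peak about 110568 bp from its TSS (chromosome 3, 34760319 to 34761626, score 821). Genes of FGF-ERK signalling, the pathway that 2i blocks at MEK, had FoxO1 peaks at 9 of 23 members at N24 (3.27 expected, permutation test, adjusted p = 0.017) and at 3 in 2i (1.78 expected, adjusted p = 0.574). These were the feedback regulators *Dusp4*, *Dusp6*, *Spry2*, *Spry4*, *Spred2* and *Il17rd*, with *Etv5*, *Fgf5* and *Fgfr2*, and each had an N24-only peak. With peaks within 20 kb of a TSS only, this list did not pass (2.66 times the expected number at N24, permutation test, adjusted p = 0.403). Of 28 genes of TGF-beta, Nodal and BMP signalling, 10 had a FoxO1 peak at N24 (3.94 expected, permutation test, adjusted p = 0.0193), among them *Nodal*, *Lefty1*, *Lefty2*, *Tdgf1*, *Smad2*, *Smad4* and *Smad7*, and 6 had one in 2i (2.13 expected, adjusted p = 0.0699). Without repeat-rich peaks the N24 count of this list did not pass, although its fold changed little, from 2.53 to 2.26 times the expected number (permutation test, adjusted p = 0.111). The study reported TGF-beta and general pluripotency terms in shared FoxO1 peaks, so the counts of the general pluripotency and TGF-beta lists are not independent evidence. Genes of DNA methylation and Polycomb, which include *Dnmt3a*, *Prdm14*, *Tet2* and *Jarid2*, had FoxO1 peaks at 5 of 13 members in 2i (0.925 expected, permutation test, adjusted p = 0.00986) and at 6 at N24 (1.71 expected, adjusted p = 0.0193). Of the bound members, *Dnmt3a*, *Dnmt3b* and *Prdm14* are also in the naïve or formative list and are named as bound in the study. These counts are therefore not independent either.

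Known FoxO targets stood out in 2 peak sets. FoxO3 at N24 was near 5 of 29 such genes, *Enpp2*, *Gadd45a*, *Pdk4*, *Sesn3* and *Txnip* (1.04 expected, permutation test, adjusted p = 0.0231), of which *Enpp2* is named in the study's text. Shared FoxO1 peaks were near 5, namely *Cited2*, *Gadd45a*, *Pmaip1*, *Sesn1* and *Sesn3* (1.26 expected, permutation test, adjusted p = 0.0418). FoxO3 at N24 was also near 5 of 29 genes of PI3K-AKT-insulin signalling, the pathway upstream of FoxO factors (*Foxo1*, *Igf1r*, *Phlpp1*, *Pten* and *Tsc1*, 1.08 expected, permutation test, adjusted p = 0.0277). FoxO1 was near 4 of them in 2i (2.49 expected, permutation test, adjusted p = 0.565) and 5 at N24 (4.48 expected, adjusted p = 0.807), which is not detectably above chance. About 110 kb from the TSS of *Pten*, the phosphatase that opposes PI3K, a FoxO1 N24 peak (chromosome 19, 32867340 to 32867812, score 54) and a FoxO3 N24 peak (32867458 to 32867638, score 30) lay over the FoxO motif at 32867551 to 32867557, in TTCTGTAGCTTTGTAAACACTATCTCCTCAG. A higher-scoring FoxO1 N24 peak given to *Pten* (32963968 to 32964369, score 121, 206672 bp from the TSS) lacked the motif at its centre. *Foxo1* itself had a FoxO3 N24 peak 242252 bp from its TSS (chromosome 3, 52510493 to 52510682, score 74) with the motif at 52510556 to 52510562. It also had a FoxO1 2i peak without the motif (52413332 to 52413581, score 33), and *Foxo3* had no peak in the 4 lists. None of these 3 calls was kept when peaks further than 20 kb from a TSS were left out (permutation tests, adjusted p = 0.0762 for both FoxO3 sets, and no gene left in the FoxO1 set). In the FoxO3 sets the fold over expectation rose, from 4.82 to 6.85 for FoxO targets and from 4.62 to 6.97 for PI3K-AKT-insulin signalling. The FoxO target call of FoxO3 was also lost at a −log10 q of at least 5 (2.73 times, permutation test, adjusted p = 0.476), that of shared FoxO1 peaks without repeat-rich peaks (3.32 times, adjusted p = 0.205) and within 100 kb (4.46 times, adjusted p = 0.0653), and the PI3K-AKT-insulin call within 100 kb (3.95 times, adjusted p = 0.168).

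The remaining 11 lists passed in none of the 7 peak sets, with a lowest adjusted p of 0.0622. At N24, FoxO1 peaks were near 8 of 28 genes of ubiquitin ligases and p53 control (4.02 expected), a list in which *Mdm2* and *Huwe1*, named in the study's text, had FoxO1 peaks in 2i and not at N24. They were near 4 of 25 WNT signalling genes (3.53 expected), 6 of 31 genes of focal adhesion and actin (3.53), 2 of 20 genes of autophagy and lysosome (1.64) and 5 of 27 genes of cell cycle and apoptosis (3.13). Markers of other lineages were near the numbers of random lists, with 2 of 12 for primitive endoderm (2.04 expected), 1 of 12 for trophectoderm (1.47), 2 of 11 for neuroectoderm (1.47) and 1 of 11 for mesendoderm (1.68). Adult tissue control genes had 1 of 20 (1.81 expected) and ribosomal protein genes 2 of 20 (0.584 expected).

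Sequence motifs were counted within 100 bp of each peak centre and in a window of the same length 1000 bp to the left. Only exact matches to the consensus counted, except that the OCT4-SOX2 composite could have 2 mismatches. A peak without a match can still hold a variant of the motif, or a match outside the window. The FoxO motif GTAAACA marked both factors, and FoxO3 far more often than FoxO1. It was found in 18.5% of FoxO1 peaks in 2i (CI 16.5% to 20.7%) and 19.6% at N24 (CI 18.2% to 21.1%), against 3.48% and 3.20% of flanks. In FoxO3 peaks the shares were 54.5% in 2i (CI 49.5% to 59.3%) and 64.4% at N24 (CI 60.6% to 68.1%), against 2.56% and 3.21% of flanks (exact McNemar tests, adjusted p of at most 1.1e-34 in the 4 lists). A permuted control motif, GAATACA, was found in 6.05% of FoxO1 peaks in 2i against 3.10% of flanks (exact McNemar test, adjusted p = 0.0013) and in 4.30% against 2.82% at N24 (adjusted p = 0.00876), so part of the FoxO1 excess in 2i was not specific to the order of the bases. At N24 the control did not pass with windows of 50 bp either side (1.36 times the flanks, exact McNemar test, adjusted p = 0.395) or without repeat-rich peaks (1.1 times, adjusted p = 0.908). In FoxO3 peaks the control did not differ from flanks (5.63% against 3.58% in 2i and 2.08% against 2.72% at N24, exact McNemar tests, adjusted p = 0.403 and 0.895). Some motifs of pluripotency TFs were enriched in FoxO1 peaks. The ESRRB motif was found in 4.16% of 2i peaks against 0.53% of flanks (exact McNemar test, adjusted p = 2.32e-09) and in 2.96% of N24 peaks against 0.458% (adjusted p = 4.21e-13), and the octamer bound by POU factors such as OCT4 in 5.75% against 1.97% (adjusted p = 4.23e-06) and 6.55% against 2.15% (adjusted p = 2.25e-15). The SOX and TEAD motifs were enriched in both FoxO1 lists, and the KLF motif in the 4 lists. With windows of 50 bp either side KLF passed in FoxO3 N24 peaks alone (exact McNemar tests, adjusted p = 0.0428 there, and 0.0983, 0.101 and 0.393 in FoxO1 2i, FoxO1 N24 and FoxO3 2i), and it did not pass in FoxO1 2i at a −log10 q of at least 5 (adjusted p = 0.25). SOX in FoxO1 2i passed neither with 250 bp either side nor at that threshold (exact McNemar tests, adjusted p = 0.0932 and 0.0796). The composite OCT4-SOX2 motif was found in 23 FoxO1 N24 peaks and 2 flanks (exact McNemar test, adjusted p = 0.000102), and in 5 FoxO1 2i peaks and 1 flank (adjusted p = 0.403). The OTX motif (0.722 times the flanks in 2i and 0.922 times at N24) and the STAT motif (1 and 0.778 times) were not enriched in FoxO1 peaks (exact McNemar tests, adjusted p of at least 0.257). In FoxO3 peaks the OTX motif passed at N24 (6.25% against 3.04% of flanks, exact McNemar test, adjusted p = 0.0314). It did not pass in FoxO3 peaks in 2i (4.35% against 3.07%, exact McNemar test, adjusted p = 0.752).

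**Figure D5:**
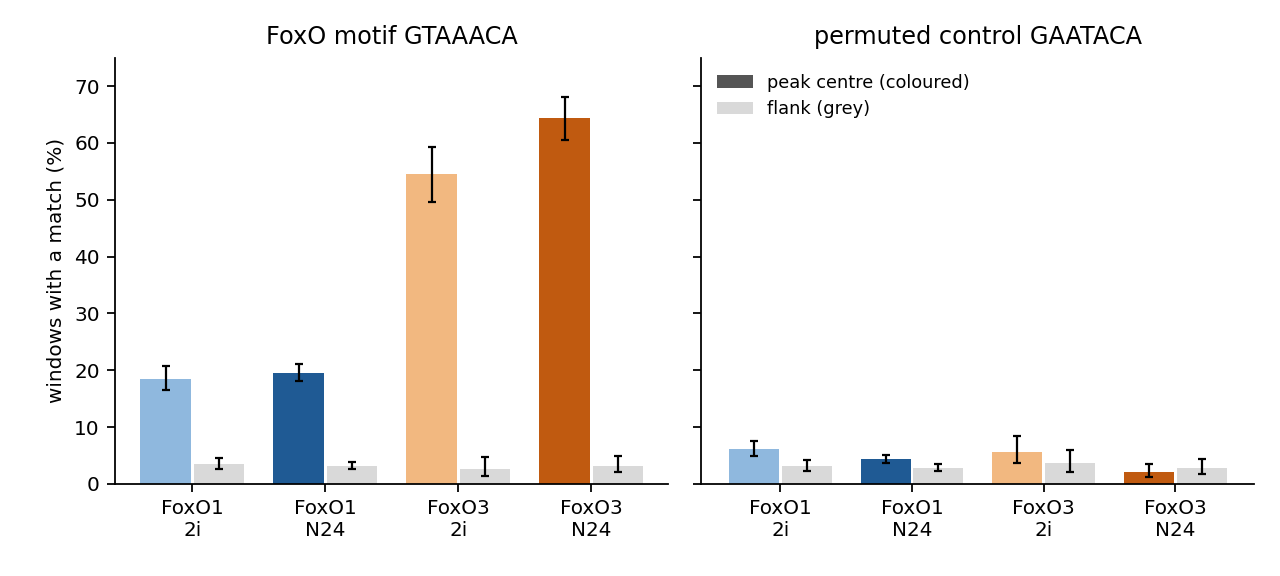
Share of windows (vertical axis, %) with the FoxO motif (left panel) or its permuted control (right panel) in the 4 peak lists. Coloured bars are windows at the peak centre, grey bars are flanks 1000 bp away and error bars are 95% Wilson intervals over peaks; the FoxO motif reaches 64.4% in FoxO3 peaks at N24 and 19.6% in FoxO1 peaks at N24.

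Between 2i-only and N24-only FoxO1 peaks, 1 of 15 motifs differed. The TCF-LEF motif, bound by effectors of the WNT pathway that the GSK3 inhibitor in 2i activates, was found in 7.52% of 2i-only and 2.81% of N24-only peaks (odds ratio 2.81, Fisher's exact test, adjusted p = 1.51e-05), and in 3.56% of shared peaks. The OTX motif (2.94% and 5.33%) and the octamer (4.08% and 6.69%) were at lower shares in 2i-only than in N24-only peaks, and the ESRRB motif (4.08% and 2.43%) at a higher share, without passing the test (adjusted p of 0.0648, 0.0648 and 0.0909). With windows of 250 bp either side these 3 passed (Fisher's exact tests, adjusted p = 0.0421, 0.0427 and 0.0495), and ESRRB also passed at a −log10 q of at least 5 (odds ratio 2.26, adjusted p = 0.0274). The OTX share of N24-only peaks did not differ detectably from that of their flanks (5.19%, exact McNemar test, adjusted p = 1), so no enrichment of this exact motif was seen there. The study reported, from ChIP-seq, FOXO1 at N24 on part of the OTX2-bound enhancers of epiblast-like cells. A count of exact motif matches does not test that overlap. The FoxO motif was found in 14.2% of 2i-only, 23.8% of shared and 18.2% of N24-only peaks (2i-only against N24-only, odds ratio 0.745, Fisher's exact test, adjusted p = 0.0648). Its difference passed with windows of 50 bp either side (odds ratio 0.657, Fisher's exact test, adjusted p = 0.0491) and turned round without repeat-rich peaks (odds ratio 1.06, adjusted p = 0.778).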

Values the study reported

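In wild-type cells the study reported 1314 FOXO1 and 391 FOXO3 peaks in 2i, and 2840 FOXO1 and 623 FOXO3 peaks at N24. It divided the FOXO1 sites into 612 that were bound in 2i only, 2138 at N24 only and 702 in both. It gave the share of FOXO3 peaks that coincide with a FOXO1 peak as almost 50%. It also reported FOXO1 signal at nearly every FOXO3 peak, a measure that needs no called FOXO1 peak. By its account FoxO1 bound 9 of 13 core naïve genes and 8 of 12 core formative genes.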

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

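In this part the test of promoter shares between the factors was, with its stricter threshold, chosen after both shares were seen and made exact after a Woolf test of them had passed, and the test of peak numbers was planned. The promoter share of 2i-only against N24-only peaks differed between the factors with the lists as called. The odds ratio was 0.813 for FoxO1 and 0.273 for FoxO3, a ratio of 2.98 (Zelen's exact test, p = 0.00387). At a −log10 q of at least 5 the odds ratios were 0.942 and 0.577, and the factors did not differ detectably (ratio 1.63, Zelen's exact test, p = 0.227). The peak number also rose by a different factor, 2.15 times for FoxO1 and 1.60 times for FoxO3 from 2i to N24, an odds ratio of 1.35 (Fisher's exact test, p = 4.95e-05). Both values compare single lists made with different read layouts, and no spread between replicates stands behind them. Finally, the FoxO1 N24 list held 34 peaks on unplaced scaffolds, which were left out of the main comparisons and kept in an alternative. Of these, 29 lie on 1 scaffold and reach a score of 23805, where the highest score on the assembled chromosomes is 5731, and the other lists hold no such peak.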

How the results depend on the processing

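Repeat-rich peaks, crowded windows, unplaced scaffolds and whole-peak motif searches were alternatives chosen after seeing the data. Of 615 comparisons with an alternative, 542 kept their direction and their side of the threshold, 53 no longer passed, 9 newly passed, 7 counts changed by over 1.5 times and 4 turned round. At a −log10 q of at least 5 there were 333 2i-only FoxO1 and 97 2i-only FoxO3 peaks, since fewer peaks enter, and the FoxO3 promoter odds ratio was 0.577. Lists of equal length left 807 N24-only FoxO1 and 196 N24-only FoxO3 peaks by construction. The odds ratio of a FoxO3 peak at 2i-only against N24-only FoxO1 peaks was 0.864 with 50% overlap and 0.763 with centres within 100 bp. The number of gene list calls, 22, was 13 with peaks within 20 kb and 34 without matching on the genome nearest to each gene. Within 20 kb no general pluripotency gene was left near FoxO3 in 2i and no known FoxO target near shared FoxO1 peaks (0 times the expected number in both). With motif windows of 50 bp either side, the FoxO motif odds ratio of 2i-only against N24-only peaks was 0.657. Without repeat-rich peaks it was 1.06, 127 FoxO3 peaks were shared and the FoxO1 N24 promoter share was 1.09 times random. Where no construction is named, the cause was not tested. The comparison of naïve and formative genes passed the threshold under none of 6 alternatives (odds ratios 4.2 to 8.75). No paired analysis was possible because peaks were called on pooled duplicates, and for the same reason no replicate could be left out. The exchange of fold enrichment for −log10 q was not run, as the lists hold no fold enrichment. The lists give no depth, so whether an unshared site was unbound or under the threshold cannot be read from them.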

Other observations

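In this part the definition of crowded windows, their motif test, the spacing and repeat tests of the motif pair and the descriptions of sites in the 4 lists were chosen after the result was seen, and the other tests were written down before theirs. Sites bound by both factors in both conditions formed a small set. Of the FoxO1 N24 peaks, 66 overlapped a peak in each of the other lists, of which 42 (63.6%) held the FoxO motif within 100 bp of the centre, and 55 of the 66 lay outside crowded windows, near 54 genes. The 42 were all among these 55 (76.4%, CI 63.7% to 85.6%), a share like that of FoxO3 N24 peaks outside the windows in general (72.5%), and 3 of the 55 were in promoters. The 55 included the *Esrrb* intron and a site 110568 bp from *Sox2*, both pluripotency TF genes, where the FoxO1 N24 peak lacked the motif at its centre, and sites in introns of *Igsf3* (chromosome 3, 101412007 to 101412630, score 1277) and *Dlc1* (chromosome 8, 36593839 to 36594442, score 584), each with the motif. *Dlc1* encodes a Rho GTPase activating protein.

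Outside crowded windows, FoxO3 promoter peaks held the FoxO motif at a higher share than its intergenic peaks, 87.7% against 59.1% in 2i and 79.9% against 68.6% at N24. In FoxO1 peaks the shares were 27.8% (of 54 promoter peaks) and 20.4% in 2i, and 17.0% and 21.5% at N24. These differences were not tested. The motif was also less frequent in low-scoring peaks, at 26.5% in the 710 highest and 11.8% in the 710 lowest FoxO1 N24 peaks by score, and at 71.2% and 42.9% in the 156 highest and 156 lowest FoxO3 N24 peaks. Searching whole peaks raised the FoxO1 shares to 25.3% in 2i and 26.0% at N24. The X chromosome held 1.82% of FoxO1 2i peaks and 2.08% of FoxO1 N24 peaks, where it makes up 6.30% of the genome. It held 10 of 391 FoxO3 peaks in 2i and 15 of 624 at N24. These shares were not tested and do not allow for the number of X copies in the cells, which the labels do not give. Each of the 4 lists also held peaks on the Y chromosome.

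Peaks of both factors were crowded in 7 windows of 1 Mb, set as those with at least 10 peaks of any list, which hold 428 peaks of the 4 lists. A run of 3 covers a zinc finger gene cluster on chromosome 4 (145000001 to 148000000), and others hold the Prl2c genes on chromosome 13 and the start of chromosome 9 (3000001 to 4000000). Binding at the FoxO motif was argued against, since 3.51% of FoxO1 N24 peaks in the windows held it (CI 1.62% to 7.44%) and 20.6% elsewhere (CI 19.1% to 22.2%). Reads shared between near-identical copies remain a candidate explanation, as 62.4% of window peaks and 15.01% of other peaks had at least 50% of their words of 31 bases more than once in the genome. The study describes its removal of duplicates as a way to keep uniquely mapping reads. Whether reads that map to several places were kept cannot be read from the lists. Signal that does not depend on the antibody may also contribute and stays open: FoxO1 N24 peaks in the windows overlapped a FoxO3 N24 peak more often than those elsewhere (odds ratio 2.37, Fisher's exact test, p = 0.000156), but FoxO3 peaks overlapped FoxO1 at similar shares in the windows and elsewhere (28.9% and 31.8% in 2i, 48.6% and 41.7% at N24).

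The higher share of the TCF-LEF motif in 2i-only FoxO1 peaks was weighed against technical explanations. Peaks near the calling threshold were argued against, since the odds ratio was 4.19 at a −log10 q of at least 5 (Fisher's exact test, p = 1.31e-07). GC content was argued against as the whole of it, as the odds ratio within 5 classes of GC content was 2.92 (Mantel-Haenszel, CI 1.94 to 4.38), although 2i-only peaks held less GC (43.6% and 46.7%). Base composition stays open: 10 of 209 other orders of the same 7 bases (4.78%) gave as large an odds ratio, a share under the 5% set beforehand, but by less than its counting error, and that allowance was made after the share was seen. Activity of TCF-LEF factors under GSK3 inhibition in 2i is a biological hypothesis that was not tested here.

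Several of the highest FoxO3 peaks shared a pair of motifs, GCGCA placed 7 bases before TGTTTAC, the reverse complement of the FoxO motif. It was found in 5 of the 10 highest FoxO3 N24 peaks, at *4930539E08Rik*, *Bicral*, *Tipin*, *Rwdd3* and *Creg2*. Chance spacing was argued against, since 19 of the peaks beyond the 10 highest held it at this spacing and at most 5 at any of 108 other spacings. The peak at *Stac2*, counted among these 19, was also among the 10 highest in 2i. Copies of a repeat are a candidate explanation, because 70.8% of peaks with the pair and 28.6% of other FoxO3 N24 peaks with the motif lay in repeats (odds ratio 6.07, Fisher's exact test, p = 4.26e-05). Shared reads stay open, as 45.8% of peaks with the pair were largely multicopy, between the bounds of 10% and 50% set beforehand, and no biological explanation was tested. The pair was not particular to FoxO3. It was found in 18 FoxO1 N24 peaks beyond the 10 highest, and at most 7 held it at another spacing. Of these 18, 88.9% lay in repeats and 66.7% were largely multicopy. For other FoxO1 N24 peaks with the FoxO motif these shares were 37.0% and 21.6%.

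A further hypothesis was that other pluripotency TFs may bring FoxO1 to sites without an exact match to its motif near their centre. FoxO1 N24 peaks without the FoxO motif held a POU, SOX, OCT4-SOX2 or ESRRB motif in 12.9% of cases and those with it in 10.1% (odds ratio 1.32, Fisher's exact test, p = 0.0724), which decided neither way. Without crowded windows the odds ratio was 1.39 (Fisher's exact test, p = 0.0323), and in 2i it was 0.838 (p = 0.394).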
